A study of Drosophila melanogaster with 20 samples. Its data were reported in "The long noncoding RNA mimi scaffolds neuronal granules to maintain nervous system maturity" (2022).

How the data were processed

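Total RNA was sequenced from heads of adult Drosophila melanogaster of 4 genotypes, with 5 libraries per genotype. The wild type was the w1118 stock. Δfne lacked the neuronal RNA-binding protein FNE, Δrbp9 lacked the related protein RBP9, and ΔfneΔrbp9 lacked both. Per the labels, the Δfne alleles were on the X chromosome, and Δrbp9 flies carried a rbp9 allele over a deficiency of the second chromosome, a chromosome from which a stretch of neighbouring genes has been deleted. Heads were taken 1 day after eclosion, and males and females were both used. The labels give no ratio; the study's methods state equal numbers of each sex. Groups were taken from the genotype in the labels.

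The deposited table held raw read counts per gene, which the authors obtained with featureCounts from strand-aware libraries depleted of ribosomal RNA. The study's methods name the snakePipes RNA-seq module, an Ensembl annotation of the fly genome, and DESeq2. The version of each tool, the strand setting and the handling of reads that map to several places were not stated. The counts were whole numbers with a different total in each library and had not been normalized. A second deposited table held the authors' DESeq2 comparison of ΔfneΔrbp9 with wild type. Its columns were the base mean (a mean of normalized counts), the log2 fold change, its standard error on the log2 scale, the Wald score, the p-value and the adjusted p-value, all as computed and deposited by the authors. For 98.6% of the genes shared with the count table, the deposited base mean equalled the mean over all 20 libraries, so the authors' normalization had used all 4 genotypes. The fits described here used only the groups compared, a choice that had been made on the assumption that the deposited comparison did the same. A fit of all 4 groups was among the alternatives.

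The count table held 17558 gene IDs and that of the authors held 17753, with 17375 in both, 183 only in the first and 378 only in the second. All 37 mitochondrial genes had a base mean of 0 in the authors' table but reads in the count table, so the tables did not come from one identical set of counts. Symbols and coordinates were taken from the BDGP6 annotation of Ensembl release 115, which matched 17252 IDs. The other 306 IDs, with 3.76% of the reads, had no symbol and were kept in the tests.

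Total counts ranged from 10289950 to 25325636 per library. Replicates differed by more than counting error: over the 40 pairs of libraries within groups, the smallest chi-square per degree of freedom was 5.20, for genes with a count of at least 20. Intervals and floors therefore covered counting error alone, since reads without molecular identifiers are not independent molecules. A group was treated as not detected for a gene only where all its libraries were at or under a floor of 3 counts.

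The main test was edgeR's quasi-likelihood (QL) F-test, two-sided, with TMM factors (edgeR 4.0.16, limma 3.58.1, R 4.3.3). The study used DESeq2, which was run as an alternative (DESeq2 1.42.0). Genes with a mean normalized count above 10 over the libraries compared were tested, and p-values were adjusted by Benjamini-Hochberg. A gene was called at an adjusted p below 0.01 with an absolute log2 fold change above 0.5, the cutoffs of the study. The comparisons were ΔfneΔrbp9, Δfne and Δrbp9 each with wild type, and ΔfneΔrbp9 with each single mutant. An interaction term, fitted over all 20 libraries, tested whether the double mutant departed from the sum of the single mutants on the log2 scale. Values per library are CPM, the count of a gene relative to the library's total count scaled by its TMM factor. Shares are given with 95% Wilson intervals.

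A neuropeptide list and a list of replication and mitosis genes were tested with limma's camera on voom log2 CPM at a preset correlation between genes of 0.01, with fry and an estimated correlation as alternatives. Both lists were written from general knowledge, and not on these libraries. A neuronal list and an ovary and germline list, written at the same time, served in tests of explanations, and so did a digestive enzyme list and a larval fat body list that were chosen after values had been seen. The direction of the double mutant calls in each single mutant was compared with 20 simulations in which groups were set against the same wild-type libraries.

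The genes named were fixed by a rule. They were mimi, fne, Rbp9, stau, elav and the genes that flank mimi. For ΔfneΔrbp9 against wild type they were also the 4 higher and the 4 lower calls with the largest fold change among genes with a mean normalized count above 100 whose libraries did not overlap between the groups. The same rule gave 2 higher and 2 lower genes for each single mutant, and the interaction gave the 3 genes with the smallest p on each side of 0 with a mean normalized count above 100. List members were named where called in ΔfneΔrbp9 against wild type. Any other gene named was chosen after its values were seen.

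The groups, the tests, this rule and the other settings listed here were set before the data were examined. These settings were size factors by the median of ratios, scaling by total count alone, DESeq2, no count filter, a mean count above 50, an adjusted p below 0.05, no fold change cutoff, an absolute log2 fold change above 1, the replicate number as a block, all 4 groups in one fit, a covariate for the mix of sexes (the log2 ratio of roX1 and roX2 to yolk protein counts), separate wild-type libraries for each comparison, and leaving out each library in turn. For each comparison, 100 splits of the same libraries were refitted. The code was tested on simulated counts with 200 changed genes. Of those that passed the count filter, the 2-group test called 176 of 195 (90.3%), with 0 calls among 10252 unchanged genes. The interaction test called 173 of 198 (87.4%), with 2 calls among 10293 unchanged genes. DESeq2 called 182 of 195 (93.3%), with 6 calls among 10250 unchanged genes. In the same simulation, camera gave a p of 1.89e-137 for a raised list and 0.735 for an unchanged one.

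No column of values per sample was left out. Reads were not analysed here, so isoforms, splicing and transcript ends could not be compared.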

Results

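The data were raw read counts of total RNA from adult fly heads, in 4 genotypes with 5 libraries each. FNE and RBP9 are neuronal RNA-binding proteins of the ELAV family, and the study asked which RNA depends on both of them and could hold together the neuronal granules that also contain the protein Staufen. The single mutants, Δfne and Δrbp9, ask whether loss of 1 of the proteins is enough. Total counts per library ranged from 15923472 to 21064462 in wild type, from 13482783 to 25325636 in Δfne, from 13771301 to 18921712 in Δrbp9 and from 10289950 to 18757832 in ΔfneΔrbp9. Mitochondrial genes took 3.92 to 6.12% of the counts, and the 10 most abundant genes took 7.13 to 8.77%.

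The targeted genes were read first, since they check the labels. The gene fne (FBgn0086675, X chromosome, 12917477 to 12950417, BDGP6, plus strand) had 194.3 ± 13.4 CPM (SD, n = 5) in wild type, 86.7 ± 9.11 CPM in Δfne, 211.4 ± 9.32 CPM in Δrbp9 and 88.1 ± 5.12 CPM in ΔfneΔrbp9. Its log2 fold change against wild type was −1.16 (SE 0.076) in Δfne, with an adjusted p of 1.32e-06 (edgeR QL test, Benjamini-Hochberg), and −1.15 (SE 0.0562) in ΔfneΔrbp9, with an adjusted p of 8.38e-08. The table does not show from which part of the gene the remaining fne counts came. Rbp9 (FBgn0010263, 2L, 2954762 to 2968434, plus strand) had 482.4 ± 29.4 CPM in wild type, 598.2 ± 27.7 CPM in Δfne, 18.9 ± 1.52 CPM in Δrbp9 and 18.3 ± 1.41 CPM in ΔfneΔrbp9. Its log2 fold change was −4.67 (SE 0.0714) in Δrbp9 and −4.73 (SE 0.0667) in ΔfneΔrbp9, with adjusted p-values of 1.57e-11 and 3.49e-12 (edgeR QL test, Benjamini-Hochberg). In all 20 libraries the targeted genes lay on the side that the label gives. Each gene was also read in the mutant of the other. Rbp9 was higher in Δfne by 0.32 on the log2 scale (SE 0.053, edgeR QL test with Benjamini-Hochberg adjusted p of 0.00133), under the fold change cutoff, while fne differed in Δrbp9 by 0.13 (SE 0.0513, adjusted p 0.0876), which did not pass.

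CR31451 (FBgn0051451), the long noncoding RNA that the study named mimi, lies on 3R from 23983503 to 23985065 on the plus strand (BDGP6). It is annotated as a noncoding RNA gene, between CG31140 on the same strand (23963180 to 23983232) and CG13603 on the opposite strand (23985213 to 23986569), and a microRNA gene overlaps its start. It had 949.6 ± 48.8 CPM (SD, n = 5) in wild type, 853.7 ± 28.9 CPM in Δfne, 732.8 ± 16.9 CPM in Δrbp9 and 216.2 ± 8.6 CPM in ΔfneΔrbp9. The means were thus 89.9%, 77.2% and 22.8% of wild type in the 3 mutants. These values count the whole gene, whereas the study mostly means the isoform mimi-RC, which it reports as selectively lower in ΔfneΔrbp9. It also reports that the end of the CG31140 transcript reaches into the mimi locus. Reads of other transcripts of the locus could not be separated here. Raw counts of the gene were at least 2146 in every library. In ΔfneΔrbp9 the log2 fold change was −2.14 (SE 0.0466, edgeR QL test with Benjamini-Hochberg adjusted p of 1.24e-10), and all 5 libraries lay below all 5 of wild type. Over 8 other settings it ranged from −2.14 to −2.13, and scaling by total count alone moved it most. In Δrbp9 it was −0.37 (SE 0.0404, edgeR QL test with Benjamini-Hochberg adjusted p of 7.08e-05), under the fold change cutoff. In Δfne it was −0.15 (SE 0.0459), with an adjusted p of 0.04 by the edgeR QL test with Benjamini-Hochberg, and this decrease passed the p cutoff under 2 of the 8 other settings, but never the fold change cutoff. The double mutant was also lower than each single mutant, by −1.98 (SE 0.0389) against Δfne and −1.76 (SE 0.0331) against Δrbp9, with adjusted p-values of 6.13e-12 and 1.21e-11 (edgeR QL test, Benjamini-Hochberg). The interaction of the 2 losses was −1.61 (SE 0.0542, edgeR QL test with Benjamini-Hochberg adjusted p of 2.7e-14), so the decrease in the double mutant was larger than the sum of the single decreases on the log2 scale.

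**Figure D1:**
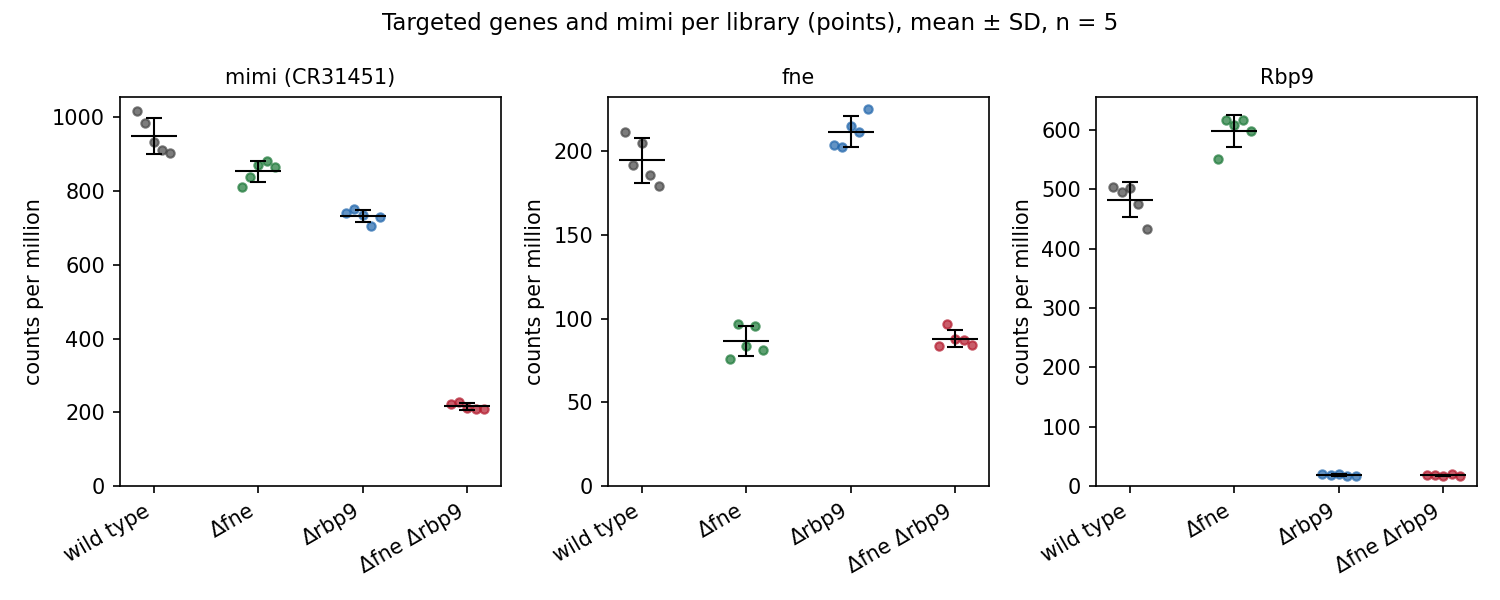
CPM of mimi (CR31451), fne and Rbp9 in each library (points), with the mean and SD of the 5 libraries of each genotype (lines), on linear axes from 0. The 5 double mutant libraries of mimi lie between 209.8 and 228.5 CPM, and the lowest library of the other genotypes, in Δrbp9, is at 705.9 CPM.

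Among the 485 genes lower in ΔfneΔrbp9, mimi had the second smallest p-value, after Rbp9, and the second largest loss of CPM (733.4). By fold change it ranked 42nd of the 485, and 2nd among the 85 with a mean normalized count above 1000. It was the 117th most abundant of the 17558 genes in wild type. In the authors' own deposited table the same comparison held a mimi log2 fold change of −2.14 (SE 0.0348) at a base mean of 11591. The flanking gene CG31140 had a log2 fold change of 0.00 in the double mutant, and CG13603 one of 0.19, with adjusted p-values of 0.984 and 0.012 (edgeR QL test, Benjamini-Hochberg). The transcript of Staufen, stau (FBgn0003520, 2R, 18117896 to 18125779), was at 0.27 (adjusted p 0.0144) and elav (FBgn0260400, X, 509235 to 523226), a related neuronal gene, at 0.10 (adjusted p 0.0439) by the edgeR QL test with Benjamini-Hochberg, and neither was called.

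Across the transcriptome, 909 of 10497 tested genes were called in ΔfneΔrbp9 against wild type, 424 higher and 485 lower (edgeR QL, adjusted p below 0.01 and absolute log2 fold change above 0.5). The fold change cutoff moved this count most, to 2012 genes without it. The authors' deposited comparison held 1022 calls at the same cutoffs (498 higher, 524 lower). Of these, 869 were also called here, all in the same direction, and 8 were absent from the count table. With all 4 groups in one edgeR fit, 1025 genes were called (495 higher, 530 lower), close to the 1022 of the authors. Log2 fold changes of the 10283 genes with a value in both had a Pearson r of 0.981, which is a correlation across genes, and genes are not independent replicates.

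The 4 named higher genes were w, sordd2, Cyp6a17 and CR40469. The gene w (FBgn0003996, X, 2790599 to 2796466) rose from 0.21 ± 0.18 CPM (SD, n = 5) to 334.4 ± 52.8 CPM, a log2 fold change of 10.50 (SE 0.255). In wild type it had 0 to 9 counts per library. The gene sordd2 (FBgn0052581, X, 15796908 to 15799162) rose from 0.118 ± 0.111 CPM to 41.9 ± 2.17 CPM (log2 fold change 8.46, SE 0.186), and Cyp6a17 (FBgn0015714, 2R, 14873953 to 14875739) from 0.349 ± 0.171 CPM to 34.5 ± 1.75 CPM (6.61, SE 0.152). CR40469 (FBgn0058469, X, 122493 to 122706), a noncoding RNA gene, rose from 26.7 ± 3.03 CPM to 829.5 ± 54.9 CPM (4.95, SE 0.0887). Reads shared with near-identical copies could not be separated in a table of counts, so the levels of CR40469, Cyp6a17 and sordd2 are uncertain in that respect. The 4 lower genes were Rbp9 itself, CG17005 (FBgn0032109, 2L, 9327744 to 9330332) at −3.85 (SE 0.198), CG14118 (FBgn0036323, 3L, 12892658 to 12894758) at −3.53 (SE 0.424) and CG3397 (FBgn0037975, 3R, 11983098 to 11984541) at −3.43 (SE 0.22). Adjusted p-values of these genes lay between 3.49e-12 for Rbp9 and 9.14e-05 for CG14118 (edgeR QL test, Benjamini-Hochberg).

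**Figure D2:**
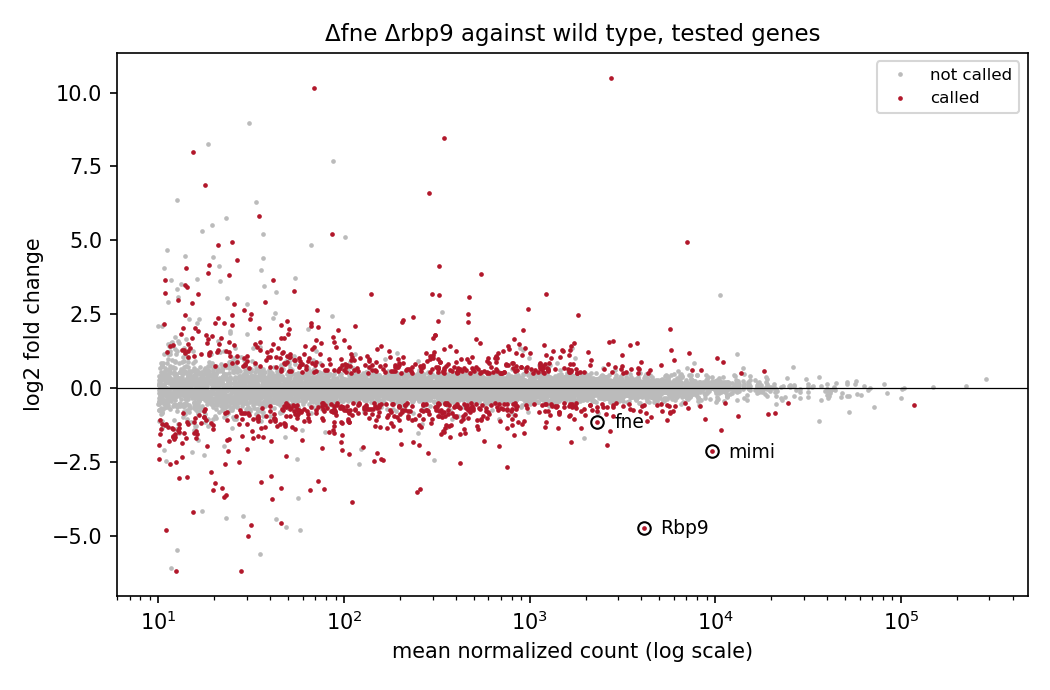
Log2 fold change of ΔfneΔrbp9 against wild type (vertical axis) by mean normalized count (horizontal axis, log scale) for the 10497 tested genes, with the 909 called genes in red and mimi, fne and Rbp9 circled. At a mean normalized count above 1000, only Rbp9 among the lower calls has a larger decrease than mimi, which is at −2.14.

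Against wild type, Δfne had 742 called genes of 10639 (372 higher, 370 lower) and Δrbp9 had 721 of 10516 (315 higher, 406 lower). With scaling by total count alone, Δrbp9 had 375 higher and 359 lower, so its excess of lower genes depends on the scaling. The genes named by the rule in Δfne were w (log2 fold change 10.07, SE 0.215) and sordd2 (8.71, SE 0.191) among the higher, and CG3397 (−4.94, SE 0.252) and phr (FBgn0003082, 2R, 7825289 to 7827319; −4.66, SE 0.126) among the lower. In Δrbp9 they were w (9.12, SE 0.318) and sordd2 (6.92, SE 0.249), then Rbp9 and CG17005 (−4.49, SE 0.248). Adjusted p-values lay between 1.37e-10 and 1.84e-07 for the genes of Δfne and between 1.57e-11 and 3.72e-07 for those of Δrbp9 (edgeR QL test, Benjamini-Hochberg). The genes w, sordd2 and Cyp6a17 were each higher in every mutant library than in all 5 wild-type libraries.

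The double mutant was compared with each single mutant to ask what the second loss adds. Against Δfne, 718 of 10531 genes were called (349 higher, 369 lower), and against Δrbp9, 561 of 10418 (343 higher, 218 lower). With the covariate for the mix of sexes, the second count fell to 161 (101 higher, 60 lower). The covariate ranged from −3.69 to −3.10 in Δrbp9 and from −2.89 to −2.17 in ΔfneΔrbp9, so the ranges did not overlap and the covariate could not be separated from the genotype in this comparison. Nor did it follow sex over all libraries, where roX and yolk protein transcripts, as deviations from the group means, rose together (Pearson r 0.699, 20 libraries). In both comparisons 156 genes were called in the same direction (87 higher, 69 lower), and 104 of them were called against wild type too (60 higher, 44 lower); mimi was 1 of the 44.

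The interaction of the 2 losses passed for 946 of 10544 genes, 488 with a positive and 458 with a negative term (419 and 559 with scaling by total count alone). The named genes with a positive term were ari-2 (FBgn0025186, 2R, 22212835 to 22217264; 1.55, SE 0.054), phr (4.65, SE 0.125) and Ugt36E1 (FBgn0027070, 2L, 18826770 to 18829059; 3.14, SE 0.128). Those with a negative term were Cyp6a17 (−7.24, SE 0.168), Tep4 (FBgn0041180, 2L, 19548507 to 19556451; −3.11, SE 0.0842) and sordd2 (−7.15, SE 0.198), with adjusted p-values between 1.09e-16 and 4.63e-13 for the 6 genes (edgeR QL test, Benjamini-Hochberg). These terms had different origins in the group means. For ari-2, the single mutants stayed at 51.2 ± 1.11 CPM (Δfne) and 53.7 ± 3.21 CPM (Δrbp9), near the 54.5 ± 2.24 CPM of wild type, and the double mutant had 148.4 ± 2.38 CPM (SD, n = 5). For phr, Δfne alone was low, at 1.20 ± 0.252 CPM, against 30.3 ± 3.14 CPM in wild type and 28.0 ± 0.583 CPM in ΔfneΔrbp9. For Tep4, Cyp6a17 and sordd2 all 3 mutants were higher than wild type, so the sum of the single effects exceeded the double effect.

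Of all genes, 242 were called in the same direction in all 3 mutants (107 higher, 135 lower). The interaction passed for 184 of them, in each case with the sign opposite to that of the mutants. Another 93 interaction calls (46 positive, 47 negative) were also called against both single mutants in the direction of the interaction, a count that was added after the data had been seen. A further 343 genes were called in the double mutant only.

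The calls of the double mutant mostly had the same direction in each single mutant. The share was 86.2% in Δfne (771 of 894 genes, 95% Wilson interval 83.8 to 88.4%) and 93.0% in Δrbp9 (833 of 896, 91.1 to 94.5%). These comparisons share their wild-type libraries. In 20 simulations with an unchanged double and single mutant, the genes with the smallest p-values, as many as were called, had the same sign in 86.9% (84.3 to 89.1%). With a double mutant changed as called and an unchanged single mutant, the share was 53.8% (50.7 to 56.9%). No gene was called in the unchanged single mutant, so none could be called in both. With separate wild-type libraries for each comparison the observed shares were 76.5% and 77.4%. In Δfne 374 and in Δrbp9 429 of the 909 calls were called in the same direction. Over genes tested in both, the Pearson r with the double mutant was 0.751 in Δfne and 0.755 in Δrbp9, against 0.504 in the simulation without any change; these are correlations across genes.

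In flies that lack mimi, the study describes lower neuropeptide signalling genes and higher proliferation genes, found by enrichment of gene categories among changed genes. The same kinds of genes were examined here in the double mutant, where mimi was low. The genotype, the gene lists and the test all differ from those of the study. Of 46 listed neuropeptide genes, 45 were in the table and 40 were tested. Their median log2 fold change was 0.01, and camera gave no shift of the list (p 0.399, Benjamini-Hochberg adjusted over the 2 lists 0.798, two-sided). Leaving out wild-type replicate 1 moved it most, to 0.0615, and without a count filter the median was −0.02. The members moved both ways, with 20 higher and 20 lower. In all, 11 were called (27.5%, against 8.66% of all tested genes), and 12 when adjusted over the list alone (7 higher, 5 lower). The 6 higher calls were CCHa2, Eh, Pburs, CCAP, SIFa and FMRFa, with log2 fold changes from 0.53 to 1.68. The 5 lower calls were Ilp3, Ilp5, Gpb5, Gpa2 and Pdf, from −1.72 to −0.50. Adjusted p-values of the 11 lay between 1.2e-06 for Ilp3 and 0.00492 for Gpa2 (edgeR QL test, Benjamini-Hochberg). CCAP, Pdf, Gpa2, FMRFa, SIFa and Eh were no longer called in at least 1 of the 10 fits that each left out a library. Of 53 replication and mitosis genes, 51 were in the table and 39 were tested, with a median of −0.02 and a camera p of 0.907 (also 0.907 after adjustment). CycB (1.17, SE 0.271) and feo (−1.0, SE 0.226) were called, with edgeR QL adjusted p-values (Benjamini-Hochberg) of 0.00684 and 0.00603, and 0 genes adjusted over the list alone, where 13 had an unadjusted p under 0.05. Both were lost in most fits that left out a library. For neither list did fry or an estimated correlation give a directional shift in this comparison. The directions that the study describes without mimi were thus not found for these lists. The fry test for changes in either direction gave p-values of 5.89e-10 and 5.07e-07. That test does not set a list against other genes, and 4331 of the 10497 tested genes had an unadjusted p under 0.05. These p-values therefore do not show changes specific to either list. The neuropeptide list was higher in ΔfneΔrbp9 than in Δrbp9 (median 0.23, camera adjusted p 0.00782), which held under fry (0.000446) but not with an estimated correlation (0.133). In Δrbp9 against wild type its median was −0.14, with 27 of 40 genes lower (camera adjusted p 0.103, fry 0.0147, estimated correlation 0.475). Against Δfne the median in ΔfneΔrbp9 was 0.02, with an upward shift under fry (adjusted p 0.0111) but not under camera (0.390) or an estimated correlation (0.603).

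A run of lower genes surrounded Rbp9, a region chosen after its values were seen. From Ifrd1 to FASN2 (2L, 2868627 to 3056143, 188 kb), the 30 tested genes other than Rbp9 had a median log2 fold change of −0.78 in Δrbp9, −0.93 in ΔfneΔrbp9 and 0.04 in Δfne against wild type. Of the 30, 25 were called lower in Δrbp9, 26 in ΔfneΔrbp9 and 0 in Δfne. Against Δfne the double mutant had a median of −0.99 (27 called lower), and against Δrbp9 of −0.06 (0 called). Next to fne, the gene hec, also chosen after its values were seen, was lower in Δfne (−0.86) and ΔfneΔrbp9 (−0.79).

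**Figure D3:**
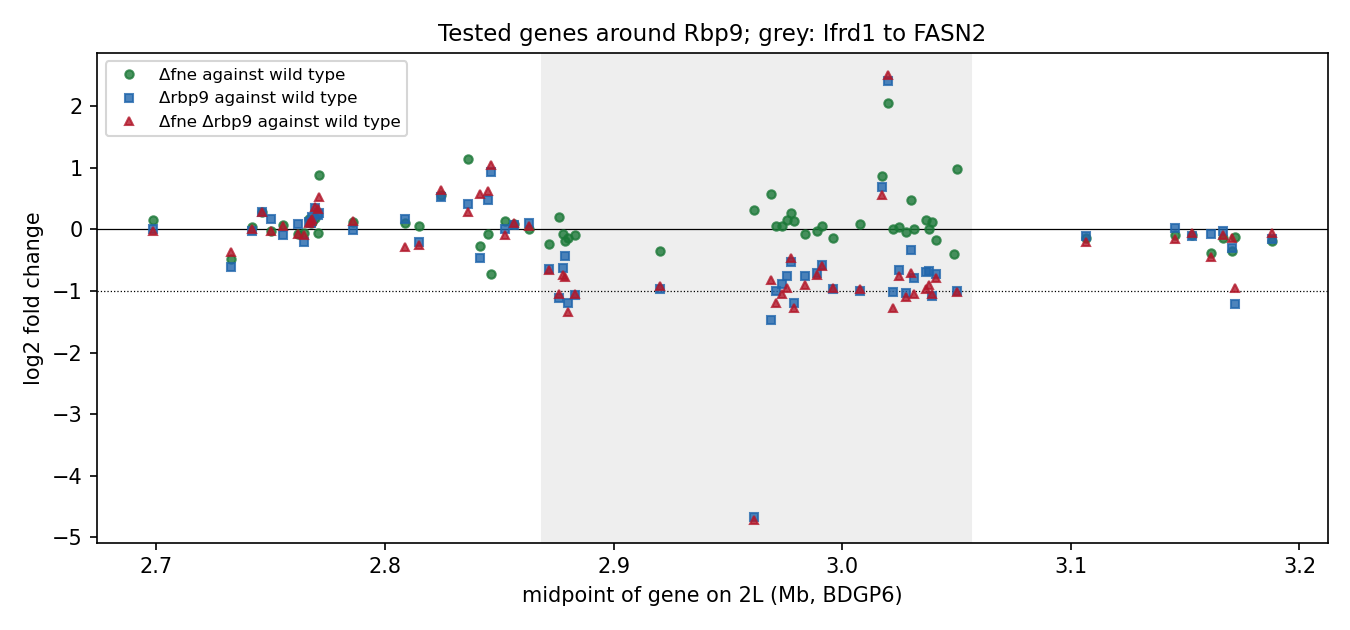
Log2 fold change against wild type (vertical axis) of tested genes around Rbp9, by the midpoint of each gene on 2L in Mb (BDGP6), for the 3 mutants, with the run from Ifrd1 to FASN2 in grey. In the grey run, most genes of Δrbp9 and ΔfneΔrbp9 lie near the dotted line at −1 and those of Δfne near 0, and the lowest points are Rbp9.

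Calls were not spread evenly over the chromosomes when the double mutant was compared with a single mutant. Against Δfne, 2.76% of X-linked genes were called (46 of 1665), against 7.75% of genes on the other arms, and 9.09% of second-chromosome genes, against 5.57% elsewhere. Against Δrbp9 the order was the other way round, with 7.48% of X-linked genes (5.05% elsewhere) and 3.51% of second-chromosome genes (6.66% elsewhere). By Fisher's exact test, two-sided, over a family of 10 comparisons, the Benjamini-Hochberg adjusted p-values of these were 8.05e-15, 6.63e-11, 0.000288 and 2e-11; neighbouring genes are not independent.

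**Figure D4:**
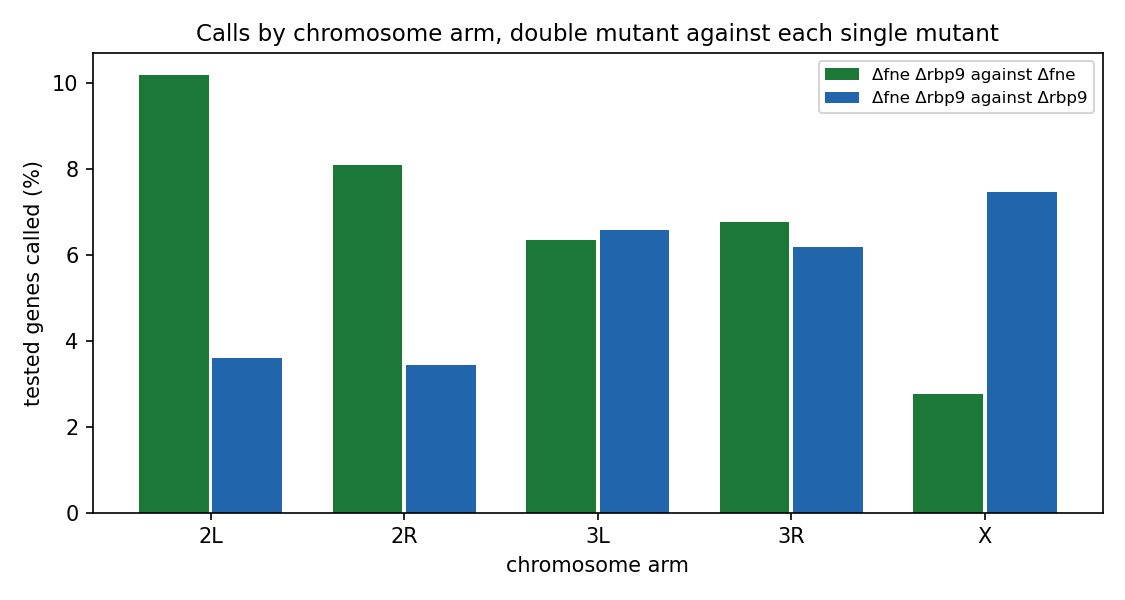
Percent of tested genes called on each chromosome arm for ΔfneΔrbp9 against Δfne (green) and against Δrbp9 (blue), on an axis from 0. The X chromosome has 2.76% called against Δfne and 7.48% against Δrbp9, and both arms of the second chromosome show the opposite order.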

Values the study reported

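The study defined a differentially expressed gene in its comparison of total RNA by an absolute log2 fold change of 0.5, a base mean above 10 and an adjusted p under 0.01. In heads with strongly reduced Staufen, the study measured a decrease of mimi RNA by 85%.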

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

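In this part, the tests on neuronal genes, on flanking genes, on ovary and digestive transcripts and on the wild-type stock were chosen after the result was seen. For the neuronal and ovary tests the deciding value or its reading was also changed after a first look. The test on digestive transcripts first set the libraries with the highest values against the rest. It was replaced by a correlation among the listed genes after both values had been seen.

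The effect of losing RBP9 differed between flies with and without FNE for 946 genes, as tested by the interaction term. Of 100 splits of the 20 libraries, 1, the real one, gave as many, and no other split gave any. These splits moved libraries between all genotypes, so differences between genotypes widened the spread within the shuffled groups. They ask whether the genotypes are interchangeable, and so cannot decide whether an interaction is absent. For mimi the interaction was −1.61 on the log2 scale. A local haplotype on 3R was tested as a technical explanation of the mimi decrease. Within 250 kb on either side, 1.2% of the other tested genes were called in ΔfneΔrbp9 against wild type (1 of 83), against 8.71% of all others (Fisher's exact test p 0.00937, two-sided). This argues against a haplotype that changes many genes there. A variant that changes mimi alone would not show in this test. Less transcription through the neighbourhood was argued against by the flanking genes, the higher of which, CG13603, stood at 0.19, while CG31140 stood at 0.00. Fewer neurons in these heads would lower neuronal transcripts by a similar amount. The median of the 11 neuronal genes tested was −0.07, and since members moved both ways the lowest was taken as the deciding value after this had been seen; it was −0.68, far from the −2.14 of mimi. From these counts alone, a dependence of mimi on both proteins stays a hypothesis. Neither a variant at mimi itself nor a difference in stock background elsewhere in the genome was tested for this gene. The study has other evidence, since it reports direct binding of mimi by both proteins and a decrease of mimi in ΔfneΔrbp9 by quantitative PCR. It also reports that large Staufen granules were depleted in the double mutant but not in the single mutants.

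For 4 other genes the interaction was positive. CG17005 (5.14) and CG3397 (2.56) were lower in both single mutants, and the double mutant did not fall by their sum, while phr (4.65) and Ugt36E1 (3.14) were called lower in Δfne only. CG17005 had 3 to 18 counts per library in the 3 mutants, so its term rests on groups near the floor. For 5 genes the interaction was negative while the mutants were higher than wild type, namely w (−8.67), Cyp6a17 (−7.24), sordd2 (−7.15), Tep4 (−3.11) and CR40469 (−0.53). The last fell under the fold change cutoff in 3 of the fits that each left out 1 library (−0.48 without wild-type replicate 5, −0.50 without Δrbp9 replicate 3 and −0.45 without Δrbp9 replicate 4). The genes w, sordd2 and Cyp6a17 had 0 to 10 counts per wild-type library, so their terms rest on a group near the floor. A candidate explanation is that the wild-type stock differs from all 3 mutant stocks at these loci. Among the 242 genes called the same way in all 3 mutants, 184 had an interaction call, and all 184 had the opposite sign. For w the label itself names such a difference, because w1118 is a stock with a mutant white gene. For the set as a whole the same signs arise when either loss alone gives the full effect, so the signs cannot tell the stock from the losses. CR40469 fits neither account, because it was 4.81 higher in Δfne and only 0.68 higher in Δrbp9, with 4.95 in ΔfneΔrbp9.

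A further test bears on genes in which the single mutants differ from each other, such as phr, Ugt36E1, Tep4, Cyp6a17, w, sordd2 and CR40469. The prediction, written before the result, was that alleles carried along on the mutant chromosomes would place the double mutant nearer to Δfne for X-linked genes and nearer to Δrbp9 for genes of the second chromosome. Of 846 genes called between the single mutants, leaving out fne and the run around Rbp9, the double mutant lay nearer to Δfne for 84% of those on the X chromosome (110 of 131), 23.7% on the second (80 of 337) and 50.4% on the third (171 of 339), with a Fisher's exact p of 2.69e-34. Linked alleles may therefore contribute to the differences between the mutants on these 2 chromosomes, besides any effect of the proteins. The share on the third chromosome, which the labels do not describe as carrying a mutant allele, shows no preference. The prediction does not cover CG3397, which lies on 3R. Nor does it bear on ari-2, CG17005 and FMRFa, whose libraries overlapped between the single mutants. The double mutant lay near Δfne for CR40469, on the X chromosome, and near Δrbp9 for phr, on 2R (28.0 against 28.3 CPM). On the second chromosome, Ugt36E1, Tep4 and Cyp6a17 were also nearer to Δrbp9. Their CPM in ΔfneΔrbp9, Δrbp9 and Δfne were 23.4, 20.7 and 3.19 for Ugt36E1, 188.4, 178.9 and 309.7 for Tep4, and 34.5, 30.6 and 59.8 for Cyp6a17. On the X chromosome, w (334.4, 127.2 and 245.2 CPM) and sordd2 (41.9, 14.3 and 49.3 CPM) were nearer to Δfne. Linked alleles thus stay possible for the interaction terms of these genes.

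For ari-2 (1.55) and FMRFa (0.93) the double mutant was higher than all other groups. FMRFa was not called against wild type in 2 of the fits that left out 1 library (0.48 in each, without wild-type replicate 4 or without ΔfneΔrbp9 replicate 1). No technical explanation specific to these genes was tested, and an effect of both losses stays open.

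Single libraries stood apart from the other 4 of their group for 10 of 188 groups of values tested. Chance gives 9.4, so the number of such values is close to what chance gives. The tally includes the digestive enzyme list, which was chosen after values had been seen, so the comparison with chance is approximate. In Δfne replicate 3, CycB had 13.5 CPM, against 0.222 to 1.02 CPM in the others (gap over range 0.94), and the group mean was 0.681 CPM without it and 3.25 CPM with it. The ovary and germline list had been fixed with the other lists but was applied to this library after its values were seen. Of its 21 genes found, 10 were higher in that library than in every other library, among them yl (17 CPM) and osk (14 CPM), each at most 0.594 CPM elsewhere, and 4 were over 5 times the next library with over 20 counts. Most of the list had been predicted to rise, which did not happen, and the eggshell genes were split. The vitelline membrane genes Vm34Ca (62 counts), Vm26Ab (24) and Vm26Aa (25) rose, while Vm32E and chorion genes such as Cp36 (0 counts) did not. Ovary tissue in that library may be the source, but 1 library neither shows nor excludes this, and with 10 of 21 genes higher it cannot be told apart from another source. In Δrbp9 replicate 4, CycB was high at 1.52 CPM (0.718), which is 21 counts, against 0.772 CPM in the next library, and the mean was 0.623 CPM without it.

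The digestive enzyme list, 10 genes chosen for this pattern, summed to 770.2 CPM in Δfne replicate 5, against 6.20 CPM or less in the others of the group (0.994), and to 236.5 CPM in ΔfneΔrbp9 replicate 5, against 4.23 CPM or less (0.984). Without these libraries the group means fell from 156.6 to 3.22 CPM and from 48.6 to 1.67 CPM. Δrbp9 replicates 1 (205.3 CPM) and 3 (128.7 CPM) were high too, and wild type reached 9.50 CPM. Over all 20 libraries the genes of the list rose and fell together, with a median Spearman rho of 0.745 over 45 pairs of genes (0.568 to 0.918). A candidate source is gut tissue carried along with some heads. Since the genes were chosen for the pattern, their correlation does not test that source, and it cannot be told apart from another tissue that expresses these enzymes. The most abundant of them, CG12374, reached 212.4 CPM.

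The summed CPM of the neuropeptide list was low in wild-type replicate 5, at 3855 against 5012 to 5322 in the others (0.789), and in ΔfneΔrbp9 replicate 3, at 4284 against 4465 to 4522 (0.761). Without them the means were 5156 and 4492 CPM. The median of the list without wild-type replicate 5 was 0.03, against 0.01 with it. Rbp9 was low in Δfne replicate 1, at 550.4 against 598.6 to 616.8 CPM (0.726), still above every wild-type library. SIFa was high in Δfne replicate 4, at 21.4 against 16.5 to 17.8 CPM (0.739). Pdf was low in Δrbp9 replicate 4, at 19.9 against 23.4 to 23.9 CPM (0.871). Gpa2 was high in ΔfneΔrbp9 replicate 4, the library with the smallest total, at 0.783 against 0.193 to 0.290 CPM (0.837), and its group mean was 0.254 CPM without that library. The total counts of wild-type replicate 5 (17450225) and ΔfneΔrbp9 replicate 3 (15710749) lay inside their groups' ranges. No biological explanation was tested for differences inside a group, since the labels give no further grouping.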

How the results depend on the processing

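Of 185 values from other settings, not counting those that left out single libraries, 163 kept their direction and their side of the threshold or stayed within 1.5 times, 16 moved, 3 reversed, 2 became stronger and 1 weaker. Of 250 values that each left out 1 library, 242 were the same and 8 reversed.

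Among the settings chosen before the data were seen, the counts of called genes depended most on the fold change cutoff. Without it they were 2012 for ΔfneΔrbp9, 1309 for Δfne and 1680 for Δrbp9 against wild type, 2010 and 2177 for ΔfneΔrbp9 against Δfne and Δrbp9, and 1746 for the interaction. With an absolute log2 fold change above 1 they were 391, 351, 292, 260, 170 and 379, in the same order. A looser or stricter cutoff changes such counts by its construction. Across the fits that each left out 1 library, the 6 counts ranged from 802 to 949, from 640 to 822, from 602 to 748, from 664 to 706, from 460 to 658 and from 865 to 995. Of the genes called with all libraries, 677 of 909, 559 of 742, 499 of 721, 560 of 718, 383 of 561 and 733 of 946 were called in every such fit. DESeq2 called 985, 836, 863, 739, 587 and 994 genes, of which 889, 729, 709, 702, 544 and 919 were shared with edgeR. With all 4 groups in one fit, 1025, 864 and 877 genes were called in ΔfneΔrbp9, Δfne and Δrbp9 against wild type. Scaling by median of ratios or total count moved the median of all tested genes by less than 0.06 on the log2 scale in each comparison. With total count scaling the split of higher and lower calls changed sides for Δrbp9 against wild type (375 and 359, against 315 and 406) and for the interaction (419 and 559, against 488 and 458). The splits for Δfne (372 and 370) and the interaction also changed sides in several fits that left out 1 library. Without wild-type replicate 2, ΔfneΔrbp9 against wild type had 428 higher and 419 lower calls, against 424 and 485. The split of ΔfneΔrbp9 against Δfne (349 and 369) changed sides without Δfne replicate 5 (354 and 342). It also did so at an adjusted p below 0.05 (455 and 442). Without the genes of the run around Rbp9, a setting added after the data had been seen, 880 and 693 genes were called in ΔfneΔrbp9 and Δrbp9 against wild type.

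With the covariate for the mix of sexes, ΔfneΔrbp9 against Δrbp9 had 161 calls (101 higher, 60 lower). The ranges of the covariate did not overlap between these groups, so it took up part of the difference between the genotypes, and it did not follow sex over all libraries. In ΔfneΔrbp9 against wild type it gave 1023 calls. Requiring that interaction calls also pass against both single mutants, a setting added after the data had been seen, left 93 by its construction.

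The mimi decrease in ΔfneΔrbp9 ranged from −2.15 to −2.11 across the 10 fits that left out 1 library, with a largest edgeR QL adjusted p (Benjamini-Hochberg) of 4.52e-09. In Δfne it ranged from −0.17 to −0.13, in Δrbp9 from −0.39 to −0.35, against Δfne from −2.003 to −1.969, against Δrbp9 from −1.78 to −1.75, and the interaction from −1.64 to −1.59 over 20 fits. The small decrease of mimi in Δfne passed the adjusted p cutoff with DESeq2 (−0.16, Benjamini-Hochberg adjusted p 0.00143) and with all 4 groups in one edgeR fit (−0.15, 0.00432), against adjusted p-values up to 0.146 elsewhere; the cause was not tested. The fne decrease ranged from −1.21 to −1.12 in Δfne and from −1.18 to −1.11 in ΔfneΔrbp9 without 1 library, and fne in Δrbp9 from 0.10 to 0.15. Rbp9 ranged from −4.70 to −4.63 in Δrbp9, from −4.76 to −4.69 in ΔfneΔrbp9 and from 0.28 to 0.34 in Δfne.

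In ΔfneΔrbp9 against wild type, the medians of the 2 gene lists lay close to 0 and changed sign easily, and no directional test of either list passed its threshold. The neuropeptide median was −9e-04 at a mean count above 50 and −0.021 without a count filter, and from −0.013 (without wild-type replicate 3) to 0.0615 across the 10 fits that left out 1 library. The replication and mitosis median was 0.0208 at a mean count above 50, and from −0.0425 to 0.065 across such fits, with 7 of 10 reversed. These are 0.0238, 0.0349, 0.0209 and 0.065 without wild-type replicates 1, 2, 3 and 5, and 0.0022, 0.0604 and 0.0154 without ΔfneΔrbp9 replicates 1, 2 and 4. Which genes pass the filter differs between these settings, and the cause was not tested further.

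The shares of double mutant calls with the same direction in Δfne and Δrbp9 were 76.45% and 77.43% with separate wild-type libraries for the 2 comparisons, a setting that removes the shared chance values and uses fewer wild-type libraries in each fit. Without 1 library they ranged from 85.1 to 87.2% and from 91.4 to 93.6%.

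The replicate numbers did not pair the libraries. The correlation of deviations from the group means averaged 0.00590 over 30 pairs with the same number (−0.396 to 0.525) and 0.000822 over 120 other pairs. With the replicate number as a block, 815, 665, 586, 726, 487 and 916 genes were called in the 6 comparisons, mimi in ΔfneΔrbp9 stood at −2.14, and the increase of Rbp9 in Δfne was 0.32 with an edgeR QL adjusted p (Benjamini-Hochberg) of 0.01. The block changed no other call among the tested single values.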

Other observations

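In this part, the tests of the run around Rbp9, of the mix of sexes, of neuronal tissue and of larval fat body were chosen, or their deciding value was chosen, after the result was seen.

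Every count of called genes was compared with other splits of the same libraries. For each of the 5 comparisons of pairs of groups, 100 of 126 possible splits were fitted, and 1 of the 100, the real one, gave as many genes as called. The highest count in another split was 58, for ΔfneΔrbp9 against Δrbp9, and 0 for the rest.

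The run of lower genes around Rbp9 may reflect 1 gene copy removed by the deficiency chromosome that both Δrbp9 and ΔfneΔrbp9 carry. The run was drawn from Δrbp9 against wild type by a rule set after the region had been viewed. In ΔfneΔrbp9 against Δfne, which did not define the run, the median of the 30 genes was −0.99, close to the loss of 1 of 2 copies, and in Δfne against wild type it was 0.04. CG17224 and CG17264 were exceptions, both higher than wild type in all 3 mutants. The labels name the deficiency, and its breakpoints were not available here. The lower level of these genes cannot be credited to the absence of RBP9.

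Stock background linked to the mutant alleles was also tested on the comparisons with wild type, as predicted before the result. In Δfne against wild type, 5.54% of X-linked genes were called, against 7.37% on the other arms. In Δrbp9 against wild type, 6.87% of second-chromosome genes were called, against 7.01% elsewhere. Neither share was higher on the chromosome with the mutant alleles, which argues against linked background as the main cause of these calls, while the comparison of the single mutants with the double mutant gave the opposite result (84% of X-linked genes nearer to Δfne). Background that differs between the wild type and the mutants on all chromosomes stays possible.

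Per the study's methods, equal numbers of males and females were pooled, but a departure from this in single pools could still change genes with sex-biased expression. The covariate for the mix does not test this. If it followed sex, roX and yolk protein transcripts would move in opposite directions between libraries, but as deviations from the group means they rose together (Pearson r 0.699 over 20 libraries, 0.986 over the 5 wild-type libraries), and yolk protein transcripts followed the other fat body genes (0.867 and 0.971). If nothing but the mix moved them, the roX genes alone would set a limit, because only males express them. A change of the mix moves a gene that only males express as far as it moves roX1 and roX2, and from pools of equal numbers the limit for a gene that only females express follows from the same change. In ΔfneΔrbp9 against wild type, roX1 was −0.23 and roX2 0.11, so a gene that only 1 sex expresses could move by at most −0.23, under the fold change cutoff. Against Δrbp9, roX2 was higher by 0.19 (edgeR QL adjusted p 0.000394, Benjamini-Hochberg) and roX1 by 0.08 (0.0746), so somewhat more male RNA remains possible, but a gene that only males express could rise by at most 0.19 and a gene that only females express could fall by at most −0.22. With 2 SE added, all of these limits stay under the cutoff. This would argue against an unequal mix as the source of the calls in both comparisons only if nothing but the mix moved the roX genes. It also requires that the losses did not act on both roX genes and that the pools were close to equal. Since roX followed yolk protein transcripts within wild type (Pearson r 0.986), the first condition is doubtful. The limits therefore do not decide the question. The yolk protein genes Yp1 and Yp2 fell further against Δrbp9 (−0.93 and −1.33), while Yp3 did not (−0.09, adjusted p 0.709, edgeR QL test, Benjamini-Hochberg), although fewer females should lower all 3. What changed Yp1 and Yp2 was not tested further. Yolk protein transcripts summed to 2062 to 18590 CPM among the wild-type libraries, the widest range of the 4 groups.

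The double mutant had the library with the smallest total. After every library was thinned to that total, 788 genes were called in ΔfneΔrbp9 against wild type, within 1.5 times of 909, which argues against unequal depth as the cause.

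Neuropeptide genes were called more often than other genes (11 of 40) although the list had no common direction. Higher counts of the listed genes make calls easier, so 10000 random lists matched on mean count were drawn, as planned before the result. As many calls were found in 0.09% of the lists (9 of 10000), with a mean of 3.71, which argues against expression level as the cause. Since 6 of the 11 were lost in some fits without 1 library, and since other properties of secreted peptide genes were not matched, a link to FNE and RBP9 may exist but stays a hypothesis.

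Storage protein genes of the larval fat body were higher in the double mutant. Fbp1, Fbp2 and Lsp1gamma were seen first. Lsp1alpha, Lsp1beta and Lsp2 were then predicted to be higher in ΔfneΔrbp9 than in every other group if more residual larval fat body were the cause. Their mean was highest in ΔfneΔrbp9 for all 3, which was first read as meeting the prediction. Because Lsp1beta differed from Δrbp9 by less than the spread (263.3 ± 42.9 against 260.4 ± 40.2 CPM), the criterion was replaced by the test of each gene after this had been seen, and only 1 of the 3, Lsp2, was higher against every group at an adjusted p under 0.05. The comparisons were therefore separated. Against wild type, all 6 genes were higher, from 0.85 for Lsp1alpha to 2.69 for Fbp2. Their adjusted p-values were at most 0.0358 (edgeR QL test, Benjamini-Hochberg), so more residual larval fat body is not excluded there. Against Δfne, all 6 genes were higher, and the lowest of the 3 predicted genes stood at 2.03, so more residual larval fat body in ΔfneΔrbp9 than in Δfne is a candidate explanation. Against Δrbp9, Lsp1beta stood at 0.01 and Lsp1alpha at 0.22 while Fbp1 stood at 1.37 and Lsp1gamma at 1.35, which argues against more of the same tissue as the whole cause there. Small differences in age after eclosion would act on the same genes and were not tested.

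Rbp9 was higher in Δfne by 0.32. More neuronal tissue would raise neuronal transcripts by a similar amount. The median of the 11 neuronal genes was 0.08, and 9 of the 11 changed by less than 0.5 times as much as Rbp9, a deciding value chosen after the median had been seen. This argues against more neuronal tissue. A response of Rbp9 to the loss of FNE stays open as a hypothesis, as does a difference between stocks.

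Transcripts of the male reproductive tract were low. A list of accessory gland genes summed to at most 0.969 CPM in any library and a list of testis genes to at most 4.30 CPM.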
